A study of Mus musculus and Homo sapiens with 26 samples. Its data were reported in "DICER1 hotspot mutation induces 3p microRNA gain of function via Argonaute strand switch" (2025).

How the data were processed

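Small RNA sequencing (miR-seq) values from 26 libraries were used. P19 mouse embryonic carcinoma cells with intact Dicer (WT), with 1 Dicer1 allele lost (HetKO) and with the other allele also changed in its RNase IIIb domain (HM) gave 6 total RNA libraries each. AGO2 immunoprecipitation (AGO2 IP) gave 2 WT and 4 HM libraries. HEK293T cells without DICER1 gave 1 library after expression of WT Dicer and 1 after expression of Dicer with the RNase IIIa change D1320A. Groups and replicate numbers were taken from the sample labels.

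The authors counted miRNAs from QIAseq libraries with QuagmiR, and neither a genome build nor a miRNA database release was stated. For total RNA, the authors deposited a normalised signal per miRNA, made by dividing the reads of each library by 1 factor taken from added spike-in RNA. For AGO2 IP, the authors deposited RPM, reads scaled to the miRNA total of the library. The deposited HEK293T values were treated as a score, because they equal reads multiplied by 1 unstated factor per library. These HEK293T columns do not sum to the total that RPM would give, and the factor could not be traced to a spike-in. The deposited floors of 0.01 for P19 and 1 for HEK293T were read as 0. Of 1413 names in the P19 tables, 17 were blank throughout and 1396 were used, and 1080 names were used in HEK293T.

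All 20775 P19 values above the floor were whole multiples of 1 step per library, so reads could be recovered by dividing by that step. Recovered reads ranged from 2765262 to 2990749 in WT, from 2542691 to 3246326 in HetKO and from 1530466 to 1702756 in HM total RNA. They ranged from 5571958 to 5889717 in WT AGO2 IP and from 4476845 to 5146838 in HM AGO2 IP. The HEK293T libraries held 822285 reads with WT Dicer and 103661 with D1320A. A level of 3 reads, the limit that a count of 0 allows, was at most 1.22 signal units in total RNA and 0.655 RPM in AGO2 IP. Intervals and limits cover counting error only, since reads are not independent molecules. HEK293T values were divided by the value of 1 read in the WT Dicer library, a choice made after the data were examined, so that the pseudocount and the filter were in reads.

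The arm of each miRNA was read from the 5p or 3p ending of its name. A guide strand made up over 70% of its duplex in WT total RNA at a mean signal over 100, and its partner was the passenger strand. This gave 97 guide and 72 passenger 5p-miRNAs, and 64 guide and 112 passenger 3p-miRNAs. Members of the miRNA cluster on chromosome 12 were left out of all comparisons but their own. Of that cluster only miR-3070-5p and miR-3070-3p were used here, so its level rests on 2 names. A strand whose sequence is shared by several hairpins entered once with its full value, and which hairpin its reads came from is uncertain.

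A 5p share is the 5p sum over the 5p and 3p sums together. Per-library sums, shares and passenger minus guide differences were compared with two-sided exact permutation tests over libraries. For 6 against 6 libraries there are 924 relabellings and the smallest p is 0.00216. For 2 against 4 there are 15 and the smallest p is 0.0667, so those tests cannot pass 0.05. Single miRNAs were compared with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3 on log2(value + 1), over miRNAs with a mean of at least 10 in the libraries compared. P-values were adjusted by Benjamini-Hochberg, and an adjusted p under 0.05 counted as a call. Only the groups compared entered each fit. Correlations across miRNAs have p-values from 100000 permutations, and miRNAs are not independent replicates. AGO2 enrichment was the log10 ratio of mean AGO2 IP to mean total RNA values, and sets were placed among 10000 random lists matched on mean level. HEK293T has 1 library per condition, so no test between conditions was made. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

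The limma step was tested on simulated data with 415 miRNAs, of which 200 were changed. It recovered 97% of them with 2 false calls at 6 against 6 libraries, and 81% with 2 false calls at 4 against 2. The simulated noise was independent between libraries and took its spread from WT total RNA in both designs. Deviations shared between libraries and the spread of AGO2 IP were not simulated, so false calls under them were not tested.

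The miRNAs named follow a rule: the strands that the study blotted or assayed, up to 5 highest and 5 lowest changes per comparison with an adjusted p under 0.05 and no overlap between groups, and the 5 most and 5 least AGO2-enriched passenger 3p-miRNAs in HM with a mean of at least 10 in both assays. Other names were chosen after their values were seen, as stated where they occur. The groups, the tests, the naming rule and the alternatives were chosen before the data were examined, except for the alternatives listed next. Chosen after the data were seen were limma-voom on recovered reads, the deposited HEK293T scale, rescaling of HEK293T and of the AGO2 IP count, and fits with replicates 1 and 4, 2 and 5, and 3 and 6 as pairs, either as a block or averaged. The alternatives tried were otherwise the pseudocount (0.1 or 10), the filter (none, or a mean of at least 100), rescaling each library to the same total, centring on guide 3p-miRNAs, a guide share over 90% or guides called in HetKO, keeping the chromosome 12 cluster, a fit over all 3 groups, the replicate number as a block, a minimum log2 change of 1, per-miRNA exact permutation tests, and leaving out each library in turn. Also tried were the median over strands for shifts and the mean in place of the median for HEK293T. For correlations, the level was taken from HetKO libraries, or HM total RNA was divided between the 2 ratios.

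Dicer mRNA and protein are not measured in these files, so the genotype labels were checked only through the 5p-miRNA level. Libraries within a group were compared for duplicates. The chi-square statistic per degree of freedom of recovered reads was at least 4.15 for every pair within a group, above sampling noise, so no pair was counted as 1 library. Replicates 2 and 5 (8.64 in WT, 4.15 in HetKO) and 3 and 6 (4.65 and 5.02) were far closer than the other pairs of WT and HetKO, at 26.1 to 138, so they may not be independent samples. Hairpin positions come from the GENCODE vM21 annotation of GRCm38, because the deposited tables hold no coordinates.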

Results

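The data are miRNA levels in total RNA from P19 cells of 3 Dicer genotypes (WT, HetKO and HM, n = 6 libraries each), in AGO2 IP from WT (n = 2) and HM (n = 4) cells, and in HEK293T cells lacking DICER1 that expressed WT Dicer or D1320A (n = 1 each). Total RNA libraries held from 1530466 to 3246326 reads. Values in total RNA are in the authors' spike-in normalised signal, and errors are SD over libraries. Replicates 1 and 4, 2 and 5, and 3 and 6 deviated together in WT and HetKO. The mean correlation within these pairs was 0.638 in WT, 0.572 in HetKO and 0.0476 in HM. The 6 libraries of a group may therefore hold fewer than 6 independent samples, and values within each pair are given beside some of the pooled ones. The labels name no batch for these pairs. As the paper describes them, all libraries of a genotype come from 1 cell line, and HM was made from a clonal HetKO line. Tests over libraries therefore measure the spread within lines. They cannot part an effect of the edit from other differences between the lines.

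The first comparison asks how the 2 arms of miRNA precursors differ between the HM and WT lines. The summed 5p-miRNA signal was 5468 ± 1966 (SD, n = 6) in HM and 544163 ± 52398 (SD, n = 6) in WT, a log2 ratio of -6.64 (two-sided exact permutation test, p = 0.00216, the smallest possible). HM therefore held 1.00% of the WT level, and every HM library was below every WT library. HM replicate 5 had 9403, and without it the mean was 4681 ± 432 (SD, n = 5), or 0.860% of WT. The log2 ratio was -6.94 within replicates 1 and 4, -6.33 within 2 and 5, and -6.73 within 3 and 6. The summed 3p-miRNA signal was 478773 ± 43396 in HM and 503628 ± 35762 in WT (log2 ratio -0.07, exact permutation p = 0.294, n = 6 each), a difference smaller than the spread between libraries. Within the replicate pairs it was -0.11, -0.01 and -0.11. Rescaling each library to the same total, the alternative that moved it most, turned this ratio to 1.04. The 5p loss alone raises all other miRNAs in HM on that scale, so this value does not test the 3p level.

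**Figure D1:**
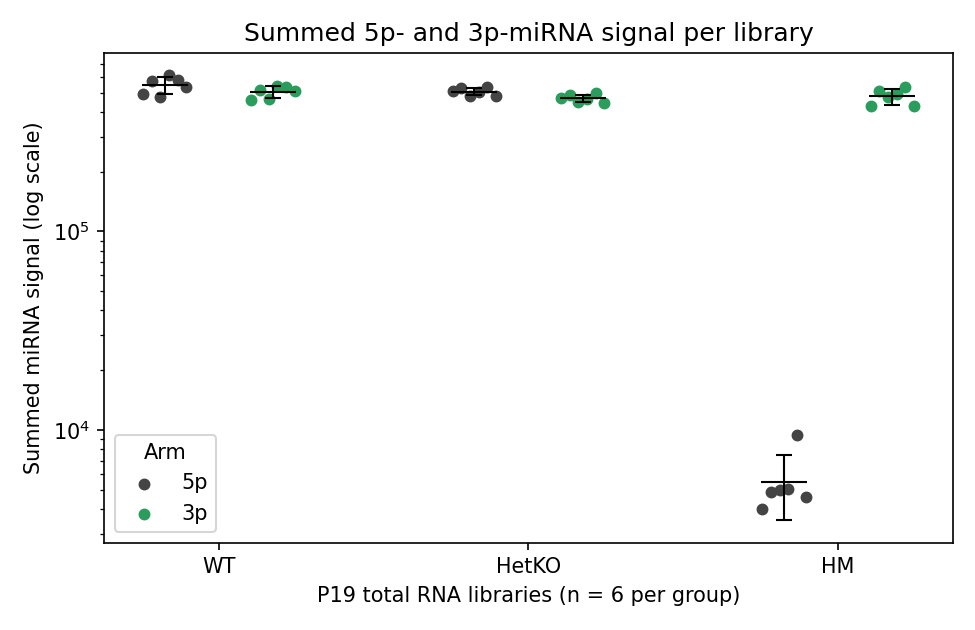
Summed signal of 5p- and 3p-miRNAs on a log axis in each P19 total RNA library, with points for libraries, horizontal marks for means and bars for SD (n = 6 per group). The HM 5p-miRNA signal lies between 3976 and 9403, and that of WT between 476466 and 612101.

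HetKO is the control for loss of 1 allele. Its summed miRNA signal was 974709 ± 41742, or 93.0% of WT (log2 ratio -0.10, exact permutation p = 0.0996, n = 6 each). Within the replicate pairs the ratio was -0.11, -0.11 and -0.10. Leaving out WT replicate 1 or WT replicate 3 gave p = 0.0411 and 0.0368 in exact permutation tests. The chromosome 12 cluster had no reads in any of the 6 HM libraries and a signal of 22.5 ± 2.17 in WT (SD, n = 6), at least 25-fold lower (exact permutation p = 0.00216). The paper ascribes the loss of this cluster in HM to clonal silencing. In HetKO, the parent of the HM line, its signal was 18.1 ± 4.48 (log2 ratio to WT -0.31, exact permutation p = 0.0584, n = 6). That ratio was -0.11, -0.06 and -0.82 in the 3 replicate pairs.

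Among single miRNAs in HM vs WT, 415 passed the filter. limma called 178 of 180 5p-miRNAs lower and 0 higher (adjusted p under 0.05), and no 5p-miRNA was higher at an unadjusted p under 0.05 either, since all 178 with such a p were lower. The filter moved this count most, to 358 with none. Of 217 3p-miRNAs, 94 were higher and 61 lower. Guide 3p-miRNAs were higher in 8 and lower in 31 of 64, while passenger 3p-miRNAs were higher in 64 and lower in 8 of 80. Within single replicate pairs, 179, 177 and 177 5p-miRNAs were lower, 86, 92 and 89 3p-miRNAs higher and 49, 52 and 50 lower. Of the 94 higher 3p-miRNAs, 93 rose in all 3 replicate pairs, and of the 61 lower ones 58 fell in all 3. The split between higher and lower 3p-miRNAs depends on the scaling. It was 168 higher and 12 lower with each library rescaled to the same total, and 142 and 20 after centring on guide 3p-miRNAs. Among the 64 guides it turned to 45 higher and 7 lower after rescaling, and to 30 and 10 after centring. Rescaling raises all miRNAs in HM because of the 5p loss, and centring sets the guide median equal in all libraries. These counts show how far the split depends on the scale and do not test the authors' scale.

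**Figure D2:**
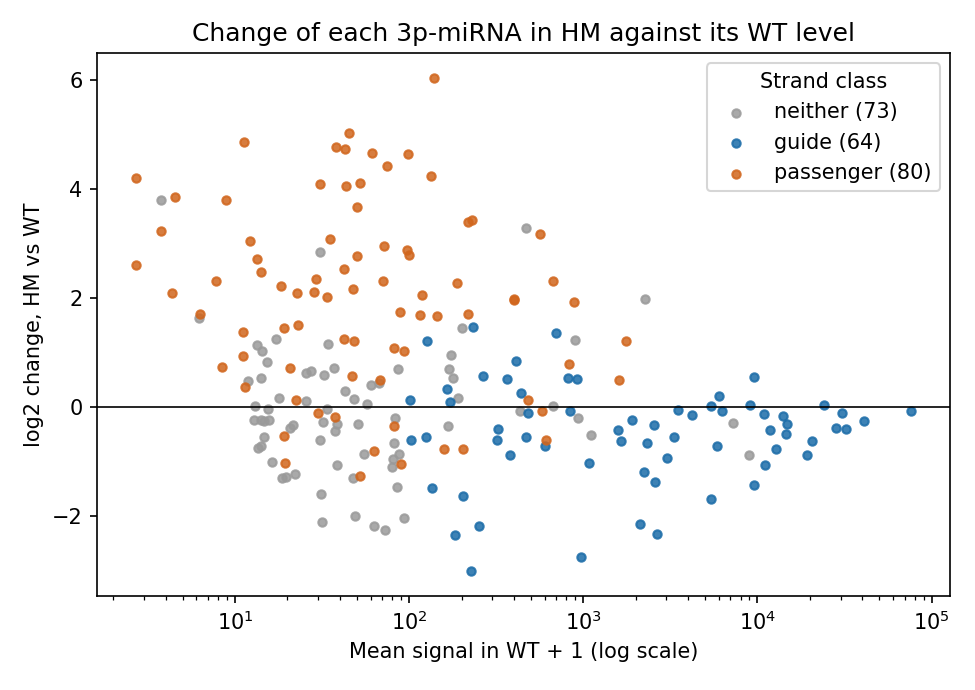
The log2 change in HM vs WT of 217 3p-miRNAs against their mean WT signal plus 1 (log axis), coloured by strand class. Passenger strands (80) have a median of 2.09 and guide strands (64) a median of -0.40 on the authors' scale.

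Of the 13 P19 strands that the study assayed, 12 were called in HM vs WT, and the number was also 12 when adjusted over the list alone. In HetKO vs WT it was 0 both ways on the authors' scale. After rescaling to the same total, miR-7a-1-3p, miR-30a-3p and miR-26a-5p were higher there (limma adjusted p = 0.0286, 0.00376 and 0.0343). The study chose the list on these cells, so it is not independent evidence. The highest of them was miR-26a-2-3p, with 9278 ± 2081 in HM and 138 ± 25.5 in WT (log2 change 6.05, SE 0.18, limma adjusted p = 7.23e-14, n = 6 each). GENCODE vM21 places its hairpin on chromosome 10 of GRCm38, from 126995530 to 126995613 in an intron of Ctdsp2. The level of miR-20b-3p was 2296 ± 403 against 216 ± 25.5 (10.6-fold) and that of miR-17-3p was 3312 ± 262 against 672 ± 132 (4.93-fold). The level of miR-7a-1-3p was 2710 ± 1251 against 228 ± 28.5 (11.9-fold), and that of miR-15b-3p was 9063 ± 1841 against 2254 ± 231 (4.02-fold), all SD with n = 6. miR-15b-3p is neither guide nor passenger here, as neither strand exceeded 70%. The guide miR-92a-3p was not called (log2 change 0.21, limma adjusted p = 0.237), although it was higher by 1.32 after rescaling to the same total. Guide 5p-miRNAs on the list fell, with 0.536% of the WT level left for miR-7a-5p, 1.10% for miR-16-5p and 0.418% for miR-26a-5p.

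The highest other 3p-miRNAs by the naming rule were miR-10b-3p, miR-219a-1-3p, miR-30b-3p and miR-195a-3p, with log2 changes of 5.04, 4.87, 4.77 and 4.75. The lowest were miR-222-3p, miR-23a-3p, miR-505-3p, miR-421-3p and miR-328-3p, from -3.0 to -2.25, and all 5 remained lower after rescaling. The lowest 5p-miRNAs were miR-298-5p, miR-186-5p, miR-219a-5p, miR-322-5p and miR-126a-5p, from -9.38 to -9.07.

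In HetKO vs WT, limma called 118 of 433 miRNAs, with 19 higher and 99 lower. The split between higher and lower depends on the scaling, with 45 higher and 93 lower after rescaling to the same total, and 113 higher and 59 lower after centring on guide 3p-miRNAs. With the means of the 3 replicate pairs as samples the count was 17, while 100 had an unadjusted p under 0.05. Fits within single replicate pairs, with 2 libraries per group, called 137, 205 and 156. Of the 118, 111 moved the same way in all 3 pairs. Among the lowest were miR-143-3p (22.7 ± 5.69 against 203 ± 153, log2 change -2.60) and miR-429-3p (156 ± 29.8 against 833 ± 517, log2 change -2.12), SD with n = 6. With pair means their adjusted p-values in limma were 0.103 and 0.0780. miR-10b-5p (log2 change -1.96) kept an adjusted p of 0.0435 in that fit. By the naming rule, which asks for no overlap between groups, the highest were miR-8103, miR-155-5p and miR-325-5p, from 0.89 to 0.71. With pair means none of them had an adjusted p under 0.05.

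HM cells were made from HetKO cells, so HM vs HetKO compares cells with the same number of alleles lost. There 114 of 210 3p-miRNAs were higher and 48 lower, against 173 and 11 after rescaling and 142 and 28 after centring. The lists of higher 3p-miRNAs in HM vs WT and HM vs HetKO shared 90 names. In 100 simulated sets of unchanged groups that shared the HM libraries they shared 0, but unchanged groups give hardly any calls, so this does not show how much overlap the shared HM libraries alone would give. The highest were miR-10b-3p (log2 change 6.86), miR-181b-2-3p (6.35) and miR-26a-2-3p (5.99).

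The next comparison asks whether passenger and guide strands moved apart. Per library, the mean log2 level of passenger minus guide 3p-miRNAs was -2.58 ± 0.166 in HM and -5.08 ± 0.0779 in WT (SD, n = 6), a shift of 2.50 (exact permutation p = 0.00216). On the authors' scale the passenger mean rose by 2.02 and the guide mean changed by -0.48. The latter became 0.62 after rescaling to the same total. Within the replicate pairs the shift was 2.70, 2.55 and 2.25. It was 2.32 in HM vs HetKO and 0.30 in HetKO vs WT (both exact permutation p = 0.00216, n = 6), and the latter was 0.39, 0.31 and 0.19 within pairs. A factor common to a library nearly cancels in this difference. Among 5p-miRNAs both classes fell, with mean log2 changes of -5.11 for passenger and -7.14 for guide strands, a shift of 2.04 (exact permutation p = 0.00216, n = 6). Its size depends on the filter and the pseudocount, from 0.65 at a mean of at least 100 to 3.76 without a filter. In HM, 7 of 32 passenger and 7 of 97 guide 5p-miRNAs had 3 reads or fewer in all libraries, which limits how far the former could be seen to fall.

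**Figure D3:**
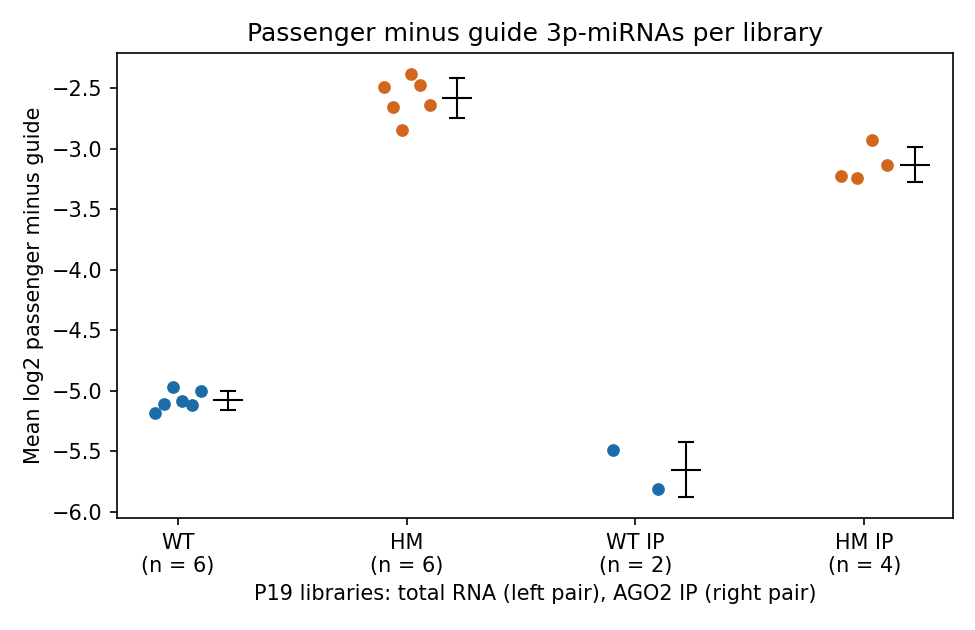
Mean log2 level of passenger minus guide 3p-miRNAs in each P19 library, with points for libraries, and means with SD bars beside them. The shift from WT to HM is 2.50 in total RNA (6 libraries each) and 2.52 in AGO2 IP (2 WT and 4 HM).

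The AGO2 IP libraries ask whether the same strands were bound by AGO2. Values are relative to the miRNA total of each library, so only shares and differences within a library compare. The 5p share of the 5p and 3p sum was 1.60% ± 0.0321 in HM (SD, n = 4) and 53.0% ± 0.868 in WT (SD, n = 2), with exact permutation p = 0.0667, the smallest this design allows. In total RNA the share was 1.11% ± 0.304 in HM and 51.9% ± 0.853 in WT (SD, n = 6). The passenger minus guide 3p-miRNA shift was 2.52 (exact permutation p = 0.0667, n = 4 and 2, again the smallest possible). limma called 239 of 285 3p-miRNAs higher and 9 lower. The 5p loss alone raises the RPM of all other miRNAs, and 137 were higher and 19 lower after centring on guide 3p-miRNAs. Among guide 3p-miRNAs 46 of 64 were higher, and among passenger ones 91 of 95. The highest were miR-182-3p, miR-10b-3p, miR-30b-3p, miR-30c-1-3p and miR-26a-2-3p, with log2 changes from 8.0 to 6.60.

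AGO2 enrichment compares AGO2 IP with total RNA. It divides RPM by spike-in normalised signal, so a ratio of 1 is not neutral and ratios compare only within a genotype. In HM the mean miRNA sum was 976519 in AGO2 IP and 489210 in total RNA. The median enrichment in HM was 0.512 for 93 passenger and 0.474 for 64 guide 3p-miRNAs on the log10 scale. The difference of 0.0380 lay at percentile 6.67 of random lists matched on level, whose median was 0.135. In WT the medians were -0.0575 and -0.0701, and the difference was 0.0126 (percentile 41.9). The HM difference changed sign in some alternatives, to -0.0220 without HM IP replicate 3. Among passenger 3p-miRNAs with a mean of at least 10 in both HM assays, the most enriched were miR-151-3p, miR-330-3p, miR-455-3p, miR-532-3p and miR-292a-3p, with AGO2 IP over total RNA from 35.1 to 12.8. The least enriched were miR-26a-2-3p (0.0904), miR-181b-2-3p, miR-7a-2-3p, miR-186-3p and miR-26a-1-3p (0.756).

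Across 93 passenger 3p-miRNAs, AGO2 enrichment fell with the change in total RNA (Pearson r = -0.494, permutation p = 1e-05, the smallest possible, adjusted p = 3e-05, Spearman rho = -0.428, p = 2e-05, adjusted p = 6e-05). These are miRNAs, not independent replicates, and 3 such relations were computed. Without miR-26a-2-3p r was -0.439. Both ratios contain HM total RNA, and with its libraries divided between them r was -0.445 over 97 miRNAs. In the 64 called higher r was -0.475 (permutation p = 6e-05, adjusted p = 9e-05, rho = -0.372, p = 0.00273, adjusted p = 0.00409). With HM total RNA divided in the same way, these 64 gave r = -0.372 (permutation p = 0.00216) and rho = -0.286 (permutation p = 0.0226). The change did not correlate with the WT level across 80 passenger 3p-miRNAs (r = -0.176, permutation p = 0.119, adjusted p = 0.119, rho = -0.148, p = 0.191, adjusted p = 0.191). That relation depends on the filter, with r = -0.593 at a mean of at least 100 and r = 0.141 without a filter. The filter takes the mean over HM and WT, so a strand below it in WT is kept only if it is higher in HM. This selection alone favours a negative r, so the filtered strands cannot settle the relation.

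**Figure D4:**
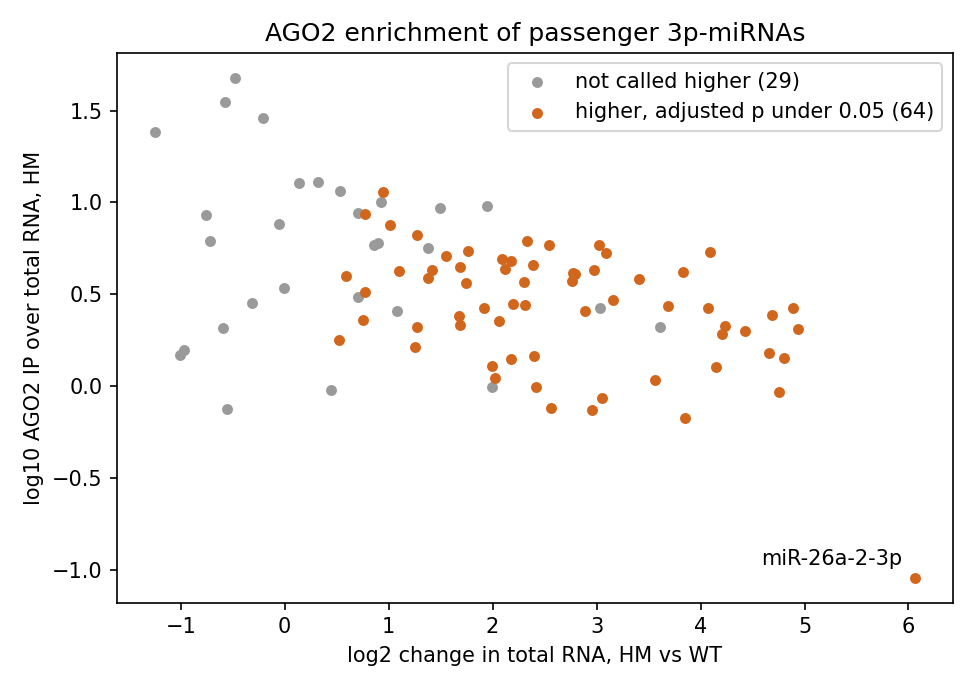
AGO2 enrichment in HM (log10 of AGO2 IP over total RNA) against the log2 change in total RNA, HM vs WT, for 93 passenger 3p-miRNAs, of which 64 were called higher. Pearson r is -0.494 across all, and miR-26a-2-3p lies lowest.

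The HEK293T libraries ask what a change in the other catalytic domain, RNase IIIa, does. There is no replicate, so the values compare 2 libraries and not conditions. The median log2 change in D1320A against WT Dicer was -5.79 over 146 3p-miRNAs, all lower, and -2.11 over 160 5p-miRNAs. Against random lists matched on level these medians lay at percentiles 0 and 100. In D1320A 94 of the 146 had 3 reads or fewer, and with those at the bound the 3p median was -4.82. Passenger 5p-miRNAs had a median of -0.28 (27 miRNAs, 12 higher and 15 lower), and guide 5p-miRNAs one of -2.77 (80 miRNAs). One read counts 234 score units with WT Dicer and 244 with D1320A, so these changes carry the difference between 822285 and 103661 reads. Rescaled to the same total, an alternative chosen after seeing the data, the median was -3.92 over 156 3p-miRNAs, 0.99 over 199 5p-miRNAs, 2.39 over 35 passenger and 0.14 over 80 guide 5p-miRNAs. The sign of the 5p change therefore rests on the factors. The 5p share of 5p and 3p reads together was 64.1% with WT Dicer (95% Wilson interval 63.98 to 64.19) and 97.2% with D1320A (97.06 to 97.26). The summed 5p score was 19.7% and the 3p score 1.03% of those with WT Dicer, on a scale whose factor is unstated. The log2 change was -5.72 for miR-19b-3p, -5.98 for miR-99b-3p, which had 4 reads in D1320A, -2.22 for miR-16-5p and -1.92 for miR-7-5p.

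**Figure D5:**
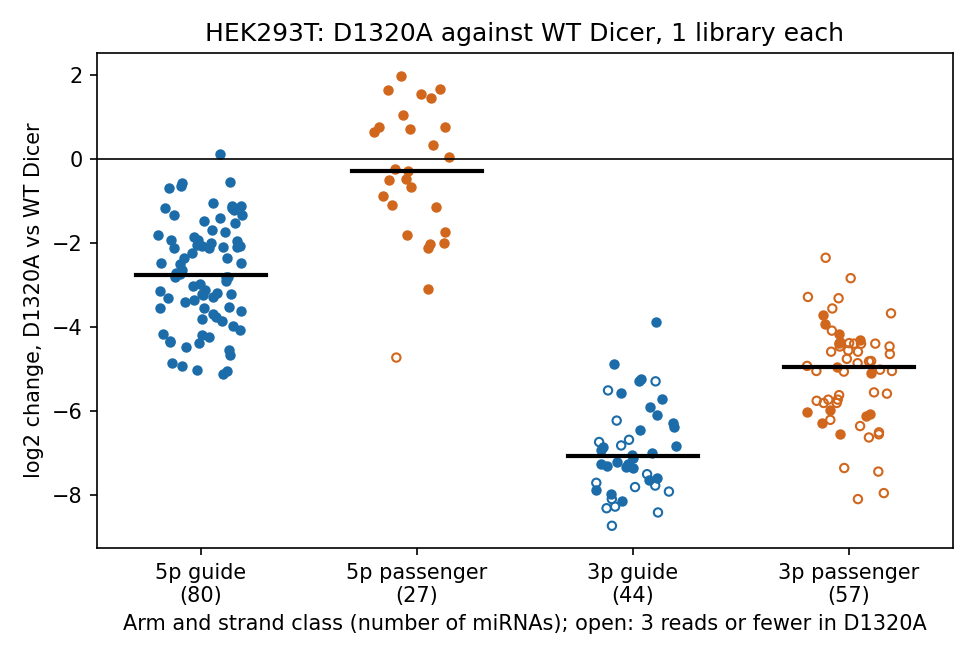
The log2 change in D1320A against WT Dicer in HEK293T (1 library each) by arm and strand class, with a line at each median and open points for 3 reads or fewer in D1320A. On the deposited factors, medians are -2.77 (guide 5p), -0.28 (passenger 5p), -7.08 (guide 3p) and -4.95 (passenger 3p).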

Values the study reported

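The study reported that the upregulation of miR-20b-3p, miR-17-3p, miR-15b-3p and miR-7a-1-3p in HM cells was 4–10-fold by miR-seq.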

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

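All tests of an explanation in this part were chosen after the result was seen. Of 173 sets of 4 to 10 libraries, 23 had a library far from the others, and chance alone gives about 8.65.

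HM replicate 5 stood apart in its summed 5p-miRNA signal (9403 against 3976 to 5041 in the others), its 5p share (1.73% against 0.920% to 1.05%) and its passenger minus guide 5p-miRNA value (-2.27 against -1.87 to -1.70). The same library was high for miR-7a-5p (760), miR-16-5p (1245), miR-17-5p (39.1), miR-26a-5p (50.5), miR-298-5p (23.4), miR-186-5p (40.5), miR-322-5p (42.5), miR-126a-5p (23.8), miR-340-5p (20.4), miR-196a-5p (10.4) and miR-99b-5p (24.4). These values are not independent, as they come from 1 library. Over 59 5p-miRNAs with a WT level of at least 1000, its surplus over the other HM libraries was positive in 59 of 59, with a median of 0.510% of the WT level (quartiles 0.417% and 0.758%). The ratio of this library to the other HM libraries rose with the ratio of WT to the other HM libraries (Spearman rho = 0.825), but the other HM libraries enter both ratios, which by itself can raise rho. With different HM libraries in the 2 ratios, rho was 0.654 to 0.779 over 20 divisions for replicate 5, and -0.465 to 0.416 for the other HM replicates. A single higher factor for all residual 5p-miRNAs would leave replicate 5 within the range of the others, so it is argued against. Carry-over of RNA or reads from WT or HetKO cells into this library is a candidate explanation. No biological explanation was tested, since the design names none within a genotype.

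In AGO2 IP, HM replicate 3 was far from the others for miR-181b-2-3p (258 against 22.4 to 34.2), miR-455-3p (646), miR-30b-3p (1825) and miR-574-3p (28.7). HM replicate 4 was for miR-7a-5p (630) and miR-298-5p (13.5), and HM replicate 1 for miR-20b-5p (4611). In HetKO total RNA, replicate 6 was low for miR-26a-2-3p (111) and replicate 3 high for miR-10b-3p (14.3). No explanation was tested for these. The mean of miR-181b-2-3p in HM AGO2 IP, 84.5 ± 116 (SD, n = 4), rests on replicate 3, and without it the mean was 26.8 ± 6.43 (SD, n = 3).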

How the results depend on the processing

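Over 23 results, 182 alternatives other than leaving out a library were run. Of these 146 kept the direction and the side of the threshold, 12 were weaker, 8 stronger, 13 moved and 3 reversed. Some counted as moved also changed sign. These were AGO2 enrichment with pseudocount 10 or without a filter, and the HEK293T 5p median after rescaling. Of 238 fits that each left out 1 library, 230 kept both, 5 were stronger and 3 moved. Among the last, AGO2 enrichment changed sign without HM IP replicate 3.

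Rescaling each library to the same total removes the difference in total between genotypes. It moved the median log2 change of all miRNAs in HM vs WT from -1.10 to -0.04 and that of 3p-miRNAs from 0.13 to 1.21. The 3p-miRNA total then reversed to 1.04, and the HetKO total reversed to 0.0035, which follows from the rescaling itself. The 3p-miRNAs higher and lower in HM vs WT became 168 and 12, against 94 and 61, and those in HM vs HetKO 173 and 11, against 114 and 48. Centring on guide 3p-miRNAs gave 142 higher and 20 lower 3p-miRNAs in HM vs WT, 142 higher and 28 lower in HM vs HetKO, and 137 higher and 19 lower in AGO2 IP, against 239 and 9. In HetKO vs WT, 19 miRNAs were higher and 99 lower, against 45 and 93 after rescaling and 113 and 59 after centring, which moved the median log2 change from -0.12 to 0.17. The number of 3p-miRNAs called lower in HM, and the split of calls in HetKO vs WT, therefore depend on the scaling.

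Without a filter the counts were 358 for 5p-miRNAs lower and 152 for 3p-miRNAs higher in HM vs WT, 197 for HM vs HetKO and 372 in AGO2 IP. With a mean of at least 100, where fewer miRNAs are tested, they were 106, 56, 68 and 150, with 35 3p-miRNAs lower in HM vs WT and 63 miRNAs different in HetKO vs WT. A minimum log2 change of 1 left 30 3p-miRNAs lower in HM vs WT and 36 miRNAs in HetKO vs WT. The correlation of change with WT level reversed to 0.141 without a filter and was -0.593 at a mean of at least 100. The filter keeps a strand below it in WT only if that strand is higher in HM, which favours a negative r. How much of the difference this explains was not tested. The 5p-miRNA shift of 2.04 kept its direction and its p-value, but its size was 0.65 at a mean of at least 100, 1.30 with pseudocount 0.1, 2.80 with pseudocount 10 and 3.76 without a filter.

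AGO2 enrichment of passenger against guide 3p-miRNAs in HM, 0.0380, moved to -0.0004012 with pseudocount 10, -0.0123 without a filter, 0.0998 at a mean of at least 100 and 0.0651 with guides over 90%. The cause was not tested. The HEK293T 3p median moved from -5.79 to -7.05 and -3.69 with pseudocounts 0.1 and 10, to -3.0 without a filter, to -6.93 at a mean of at least 100 and to -8.48 on the deposited scale. With few 3p reads in D1320A, the 3p median is set partly by the pseudocount. The 5p median of -2.11 was -2.11 and -1.94 with pseudocounts 0.1 and 10 and -2.42 at a mean of at least 100, and moved to -1.53 without a filter and to -2.80 on the deposited scale. Rescaled to the same total, the 3p median was -3.92 and the 5p median 0.99, so in these libraries the sign of the 5p change rests on the factor of each. The 3p median was the lower one in each of these.

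Leaving out 1 library at a time gave log2 ratios from -6.86 to -6.56 for the 5p total, -0.11 to -0.04 for the 3p total, -0.134 to -0.0746 for the HetKO total and -0.42 to -0.23 for the cluster in HetKO. The cluster had no reads in HM, so its ratio there is a limit set by 3 reads. That limit ranged from -4.69 to -4.60, and only leaving out WT libraries moved it. In HetKO vs WT the total passed 0.05 without WT replicate 1 (-0.13) or 3 (-0.13), and the cluster without HetKO replicate 2 (-0.42) or 4 (-0.38) or WT replicate 5 (-0.36). Counts ranged from 171 to 181 (5p lower), 89 to 96 (3p higher) and 53 to 63 (3p lower) in HM vs WT, 88 to 133 in HetKO vs WT, 109 to 119 in HM vs HetKO and 224 to 234 in AGO2 IP, where only HM IP libraries were left out for the count and no fit was run with 1 WT IP library. Shifts ranged from 2.47 to 2.55, 0.28 to 0.32 (HetKO vs WT), 2.27 to 2.37 (HM vs HetKO), 1.96 to 2.15 (5p) and 2.34 to 2.65 (AGO2 IP, lowest without WT IP replicate 2). The AGO2 IP 5p share difference ranged from -52.0 to -50.8 points. Enrichment ranged from -0.0220 (without HM IP replicate 3) to 0.0605 (without HM replicate 1). Correlations ranged from -0.515 to -0.487, -0.493 to -0.447 and -0.189 to -0.166.

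The replicate number as a block was not run for AGO2 enrichment, the correlations, the AGO2 IP 5p share or HEK293T. In the results it was run for, the sign held, and the side of the threshold where there was a p, but not each single call. In HetKO vs WT 11 miRNAs were higher and 104 lower, against 19 and 99. The block shared 103 of the 118 calls in HetKO vs WT and 340 of the 341 in HM vs WT. The deviations of same-numbered libraries correlated from -0.144 to 0.306 in HM vs WT and from -0.425 to 0.246 in HetKO vs WT. In HM vs HetKO all 6 correlations were positive, from 0.0732 to 0.408, but 3 of them were under 0.1, so the numbers were not taken to pair the samples in any comparison. Over the means of replicates 1 and 4, 2 and 5, and 3 and 6, HM correlated with HetKO at 0.393, 0.454 and 0.208. With WT such correlations were of mixed sign for both genotypes. A pairing of HM with HetKO libraries therefore stays open. With the block the counts were 178, 96 and 64 in HM vs WT, 115 in HetKO vs WT, 116 in HM vs HetKO and 232 in AGO2 IP, and the AGO2 IP shift was 2.42. The 5p total kept -6.64 and the shifts 2.50, 0.30, 2.32 and 2.04 (exact sign-flip p = 0.0313, the smallest possible, for each of these).

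Replicates 1 and 4, 2 and 5, and 3 and 6 were treated as pairs only after seeing the data. As a block, the pairs gave 178, 97, 67, 158 and 119 for the same 5 counts in total RNA. Averaged, they gave 177, 84, 45, 17 and 101, so the HetKO vs WT count went from 118 to 17 at 3 samples per group. limma-voom on recovered reads, also chosen after seeing the data, gave 178, 92, 63, 119 and 115, and 238 in AGO2 IP. The deposited HEK293T scale, rescaling of HEK293T and the rescaled AGO2 IP count of 224 were chosen after seeing the data as well.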

Other observations

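The tests on splits of the libraries and on strands matched on WT level were chosen before their results were seen. So was the comparison with the miRNA cluster, planned as a test of carry-over. The other tests in this part were chosen after, as were the matching distances and the use of HetKO levels.

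Of 100 splits of the 12 libraries into 6 and 6, the real one included, 1 gave as many 5p-miRNAs lower (178, and at most 176 in another split) and 1 as many 3p-miRNAs higher (94, and at most 75) in HM vs WT. For HetKO vs WT it was 1 (118 calls, and at most 108 in another split), and for 3p-miRNAs higher in HM vs HetKO it was 1 (114, and at most 86). For the 61 3p-miRNAs lower in HM vs WT it was 5 of 100, taking the larger of the higher and lower counts of each split. Rises in HM can therefore enter that count, so it cannot decide whether 61 falls arise from other groupings. The most 3p-miRNAs lower on the side that had lost 5p-miRNAs was 31 in another split. That reading was added after the count of 5 was seen. The number of 3p-miRNAs lower also depends on the scaling, with 12 after rescaling.

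Passenger 3p-miRNAs have lower WT levels than guides, which alone could favour a rise. For 34 passenger strands, each set against the guide nearest in WT level (within 0.2 on the log10 scale), the passenger change exceeded the guide change by 2.27 (exact permutation p = 0.00216 over libraries, n = 6 each). Low WT level is therefore argued against as the whole source. Matching on HetKO levels, which do not enter the change, gave 2.13, and a distance of 0.1 gave 2.25 and 2.13.

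Low 5p-miRNA levels in HM might come from WT or HetKO reads. The test planned was to compare with the chromosome 12 cluster, which had 0 of about 452 reads expected at the WT level. That allows a share of up to 0.664%, below the 1.00% of the WT 5p level that was left, but a single library is too shallow for the comparison. A test added later used the 59 5p-miRNAs with a WT level of at least 1000 in HM libraries other than replicate 5. Carry-over leaves the same share of each, but the 90th percentile of the share left was 12.3 times the 10th (1.65% and 0.134%). Carry-over is argued against as the whole source, and a smaller part stays open.

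The matching of replicates 1 with 4, 2 with 5 and 3 with 6 ranked 1 of 15 in WT, 1 in HetKO and 3 in HM. With the matching taken from WT, 0.0133 of the combinations of matchings in HetKO and HM had a summed correlation as high. The pattern had been seen in HetKO as well as in WT, so only the HM rank is separate from its discovery, and that rank alone is weak. A shared culture, extraction or library batch is a candidate explanation that the labels do not name. Means over other matchings gave from 44 to 168 calls in HetKO vs WT, against 17 for these pairs. The pairs were picked for their shared deviations, which nearly fixes that order, so whether 118 overstates the difference cannot be told apart from a loss of samples.

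At over 30% of the WT level in HM were let-7b-5p (37.7%), miR-100-5p (49.4%), miR-677-5p (66.2%), miR-122-5p (76.1%) and miR-367-5p (106%), chosen after their values were seen. The first 4 had AGO2 IP over total RNA of at most 0.112 in HM, against a median of 2.64 over 117 5p-miRNAs, so RNA that AGO2 does not hold may be their source. For miR-367-5p the ratio was 3.40, which argues against it.

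Changes of guide 3p-miRNAs in HM might already be present in HetKO. Then few guides would differ in HM vs HetKO, but limma called 43 of 64 (18 higher, 25 lower). It called 56 after rescaling to the same total (48 higher, 8 lower) and 46 after centring (33 higher, 13 lower). With the means of replicate pairs it called 35. Of the 31 guides lower in HM vs WT, 24 were also lower in HM vs HetKO and 6 in HetKO vs WT, and of the 8 higher, 8 and 0 were higher. An origin in HetKO is argued against as the source of all these changes. With different WT libraries in the 2 comparisons, r between HetKO vs WT and HM vs WT went from -0.458 to 0.331, which decides nothing. The mean of the guides is another matter. On the authors' scale it changed by -0.48 in HM vs WT, by -0.35 in HetKO vs WT (exact permutation p = 0.0173, n = 6 each) and by -0.13 in HM vs HetKO (exact permutation p = 0.193, n = 6 each, libraries not paired). Rescaled to the same total, these changes were 0.62, -0.25 and 0.87. After centring they were 0.23, -0.06 and 0.29. Rescaling raises all miRNAs in HM, whose libraries have a lower miRNA total, and centring sets the guide median equal in all libraries. Neither can therefore test the lower guide mean seen in HM on the authors' scale. The WT libraries enter the changes in HM vs WT and HetKO vs WT. A lower mean already present in HetKO therefore cannot be told apart from a high mean in these WT libraries.

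The values used of each AGO2 IP library fell short of the total that RPM implies by 17.3% ± 0.725 (SD, n = 2) in WT and by 2.35% ± 0.119 (SD, n = 4) in HM. This lowers WT values against HM, and after rescaling 224 3p-miRNAs were higher in HM, against 239. The paper left the chromosome 12 cluster out of most of its results, and only 2 of its names were among those used. Whether its reads fill the gap cannot be measured here.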
